A study of Mus musculus with 5 samples. Its data were reported in "Tissue signals imprint Aiolos expression in ILC2s to modulate type 2 immunity" (2021).

How the data were processed

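Group 2 innate lymphoid cells (ILC2s) were sorted by the authors from bone marrow (BM), large intestine (LI), lung, pancreas and small intestine (SI) of male C57BL/6 mice aged 6 weeks. ILC2s of BM, LI, lung and pancreas were taken as lineage-negative cells with surface ST2 and CD25, and those of SI as lineage-negative CD45-positive cells with reduced Thy1 and surface KLRG1. Per the labels, BM was flushed from the bone, whereas the other tissues were digested with collagenase, for 30 min (pancreas), 60 min (lung) or 90 min (LI and SI). Cells of 10 mice were pooled for each library batch. The lung, LI and SI libraries were made together in batch A and the BM and pancreas libraries in batch B, so each tissue had 1 library and no replicate. Single-cell 3′ libraries were made with droplet chemistry and sequenced in repeated rounds that the authors pooled.

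The submitters' processing notes name Cell Ranger, Seurat version 2, R version 3.6.1 and the mouse genome build mm10. According to the methods of the study, reads were aligned and counted with Cell Ranger. Cells with few unique molecular identifiers or a high mitochondrial share were then removed with scater, as were genes detected in few cells. Expression was log-normalised and cells were clustered within each tissue with Seurat. Clusters carrying markers of ILC3s, B cells, T cells, endothelial cells, NK cells, myeloid cells or ILC1s were removed, in repeated rounds for LI and pancreas, and whether this came before the deposited sub-clusters were defined is not given in the sources used here. Marker genes were called for each sub-cluster against every other one (1 versus 1) and against all others together. The threshold of this sub-cluster comparison is not given in the sources used here.

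The deposited tables, 1 per tissue, hold gene symbols alone. They give no count, fold change, p-value or cell number, so the depth behind each list is unknown and no interval could be attached to a listing. All 262 columns were read, of which 226 are 1 versus 1 lists and 36 are lists against all other sub-clusters of the tissue. A column holding only the entry NA was taken as an empty list, and spaces around symbols were removed. The list against all others was taken as the signature of a sub-cluster, because 18 of the 36 sub-clusters had no gene that was in every one of their 1 versus 1 lists. This choice was made after the lengths of the lists had been seen. The 1 versus 1 lists served to define the background, to grade each listed gene by the number of comparisons that also listed it, and as alternative signatures. Of the 508 entries in the lists against all, 504 were also in at least 1 of the sub-cluster's 1 versus 1 lists. The order of genes within a list was kept as deposited, and its meaning is not given in the sources used here.

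Symbols were matched to GENCODE release M21, whose assembly is the build the authors used. Of 688 distinct symbols in any list, 681 (99.0%) matched exactly 1 gene. Coordinates are 1-based. A RefSeq table of the same assembly gave another current name for 10 symbols, and for 1 of them (Fam46a, now Tent5a) both names occurred in the lists. In pancreas sub-cluster 6 the list against all holds a protein name, bile salt-activated lipase, where the 1 versus 1 lists hold the symbol Cel; it was kept as deposited.

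Sub-clusters of different tissues were compared by the number of shared genes with a one-sided Fisher's exact test over all 517 cross-tissue pairs. The background was the 688 genes listed anywhere, since the genes the authors tested are not all named. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The same test and background were used for 26 gene lists written before the data were examined: 11 pathway lists, 13 cell type lists and 2 symbol patterns (ribosomal protein genes and mitochondrially encoded genes). The study's findings on these libraries had been read before the lists were written, so lists that hold genes the study named, such as the Lgals1 and S100 group, the Notch2 and chromatin regulators and the type 2 effector genes, are not independent evidence for those genes. Adjustment covered the 102 list and sub-cluster pairs with at least 1 listed member, so over all pairs the adjusted p-values would be larger. Genes are not independent replicates, so these p-values describe the lists and not the variation between mice. The 3 sets of sub-cluster genes named by the study, 14 genes in all, were tested for co-listing with a one-sided permutation test of 100000 draws, in which each list was redrawn at its size from the genes listed in that tissue. Those sets were named from these same libraries and are not independent evidence. Likeness between tissues was the Jaccard index of their listed genes, compared within and between parts by exact permutation over all 10 splits of the tissues into groups of 3 and 2.

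Genes were named by rules fixed before the data were examined. These took the study's sub-cluster genes, the first 3 genes of each sub-cluster in the authors' order, genes listed in at least 4 tissues, and up to 4 members, by name, of each list past its threshold in a sub-cluster. Where other genes are named, this was done after the lists had been read. The rules gave 102 genes, and all 102 had coordinates. Not every gene that the rules gave is reported here.

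Alternatives set in advance were a background restricted to the tables compared, removal of ribosomal, mitochondrial and haemoglobin genes, removal of immediate early and heat shock genes, keeping a gene in the first sub-cluster of a tissue alone, restricting the permutation to genes listed in at least 2 tissues, the overlap coefficient, and leaving out each tissue. Alternatives added after the data had been seen were signatures from every 1 versus 1 list or from at least 50% of them, a background of the 308 genes listed against all, replacement of older symbols, genes of any comparison for tissue likeness, and removal of sub-clusters past the threshold for a cell type list. A fold threshold of 1.5 and a correlation of fold changes had also been set in advance and were not run, because the lists hold no fold changes. In the closing tests, the predictions for tissue digestion and for library batch were reworded after the values had been seen, and the reading was made stricter, which left digestion and, for immediate early and heat shock genes, library batch open. A comparison of ILC2 identity genes among the genes listed as lower was also chosen after the lists had been read.

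Analyses were run in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. The tests were first run on simulated lists of the real lengths. In 50 simulations with 6 genes planted in both lists of a pair, 478 of 497 planted pairs (96.2%) were recovered with 3 other pairs called, and random lists gave 1 call in 25850 pairs. Planted gene lists were recovered in 42 of 50 simulations, with 3 other calls. The co-listing test called 3 of 200 random sets and 50 of 50 planted sets. For sharing and gene lists, simulated lists were drawn at random from all 688 genes, and genes were not planted in the shortest or longest lists. The simulations therefore do not cover genes that vary together, the smaller gene sets of single tissues, or calls on 1 or 2 genes.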

Results

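Group 2 innate lymphoid cells (ILC2s) are tissue-resident lymphocytes that make the type 2 cytokines IL-5 and IL-13. They were sorted from bone marrow (BM), large intestine (LI), lung, pancreas and small intestine (SI) of mice aged 6 weeks and profiled by droplet single-cell RNA sequencing, with 1 library per tissue. The authors' deposited tables divided the ILC2s of BM into 8 sub-clusters, those of LI into 8, those of lung into 6, and those of pancreas and SI into 7 each, 36 in all, numbered from 0 within each tissue. For each sub-cluster they list genes with higher expression than in all other sub-clusters together, and than in each other sub-cluster in turn (1 versus 1). The lists hold gene symbols without expression levels, fold changes or cell numbers, so the depth is unknown and the size of a difference cannot be given. No tissue had a replicate library, and a listing has no replicate error.

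The first question was which genes set the sub-clusters of a tissue apart. In the authors' deposited tables, the lists against all other sub-clusters held 508 entries for 308 genes, with a median of 9 genes per sub-cluster and at most 50. LI had the most distinct genes (164), followed by SI (114), BM (73), lung (70) and pancreas (61). No gene was listed against all for BM 0, LI 4, pancreas 2 and pancreas 3, and 10 sub-clusters had at most 2 genes. Of the 508 entries, 144 were also in every 1 versus 1 list of their sub-cluster.

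In BM, sub-cluster 6 had the longest list, 38 genes, with Gbp2, an interferon-induced GTPase, and Isg15, an interferon-induced ubiquitin-like protein, among its first 3. BM 3 listed 8 genes led by Lgals1, which encodes the glycan-binding protein galectin-1, S100a4, a calcium-binding protein, and Stab2, a scavenger receptor. BM 4 listed Notch2, a receptor of the Notch family, Actb, which encodes beta-actin, and Kdm6b, a histone demethylase. BM 5 was led by the chemokine genes Ccl3 and Ccl6 and by Mcpt8, a protease gene of basophils. BM 7 listed 5 genes, all of MHC class II antigen presentation, with Cd74, the invariant chain, in first place. BM 1 and BM 2 listed 1 gene each, Hes1, a repressor induced by Notch signalling, and Hba-a1, an alpha-globin gene.

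In LI, sub-cluster 1 was led by Il5, Tnfrsf9, a costimulatory receptor of the TNF receptor family, and the chemokine gene Cxcl3. LI 0 listed 39 genes from Ifrd1, Csf2, which encodes the cytokine GM-CSF, and Cwc25 onwards. LI 3 was led by Klf6, Cd69, an early activation marker of lymphocytes, and Jun, a subunit of the AP-1 transcription factor. LI 5 opened with the heat shock genes Hspa1a, Dnajb1 and Hspa1b. LI 6 had the longest list of any sub-cluster, 50 genes, led by Tnfsf8, which encodes the CD30 ligand, Il17a, the cytokine IL-17A, and 1700061F12Rik. LI 7 was led by Gbp2, Ifit1 and Cxcl10, all induced by interferons, and LI 2 listed S100a6 and Cd28.

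In SI, sub-cluster 3 listed 5 genes, Il5, Il13, the chemokine receptor gene Cxcr6, Tnfrsf9 and Dgat1, an enzyme of triglyceride synthesis. SI 4 was led by Il17a, Ubald2 and Lgals1. Hspa1a was first in both SI 1 (17 genes) and SI 6 (41 genes), followed by Dnajb1 and Hspa1b in SI 1 and by the chemokine gene Ccl1 and Hspa1b in SI 6. SI 0 opened with Gadd45b, Zfp36, which promotes decay of cytokine mRNAs, and Hes1. SI 2 was led by Calca, the gene of the neuropeptide CGRP, Tgm2 and Crem, and SI 5 listed Actb alone.

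In lung, sub-cluster 1 was led by Lgals1, S100a6 and Crip1, and sub-cluster 5 by Spry2, an inhibitor of receptor tyrosine kinase signalling, Notch2 and Kdm6b. Lung 2 listed 29 genes, led by Odc1, the first enzyme of polyamine synthesis, Hilpda, a lipid droplet protein, and Calca. Lung 0 listed 4 genes, Jun, Fos, Klf6 and Klf2. Lung 3 listed Hes1 and the cell cycle inhibitor gene Cdkn1a, and lung 4 was led by Milr1, Zfas1 and Ppm1n. In pancreas, sub-cluster 6 was led by the digestive enzyme and cofactor genes Cela2a, Ctrb1 and Clps. Pancreas 5 was led by Capg, an actin-capping protein, Tnfsf8 and Anxa2, pancreas 4 by Spry2, Actb and Kdm6b, and pancreas 1 by Fosb, Rgcc and Klf6. Pancreas 0 listed Hs3st1 and Calca.

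**Figure D1:**
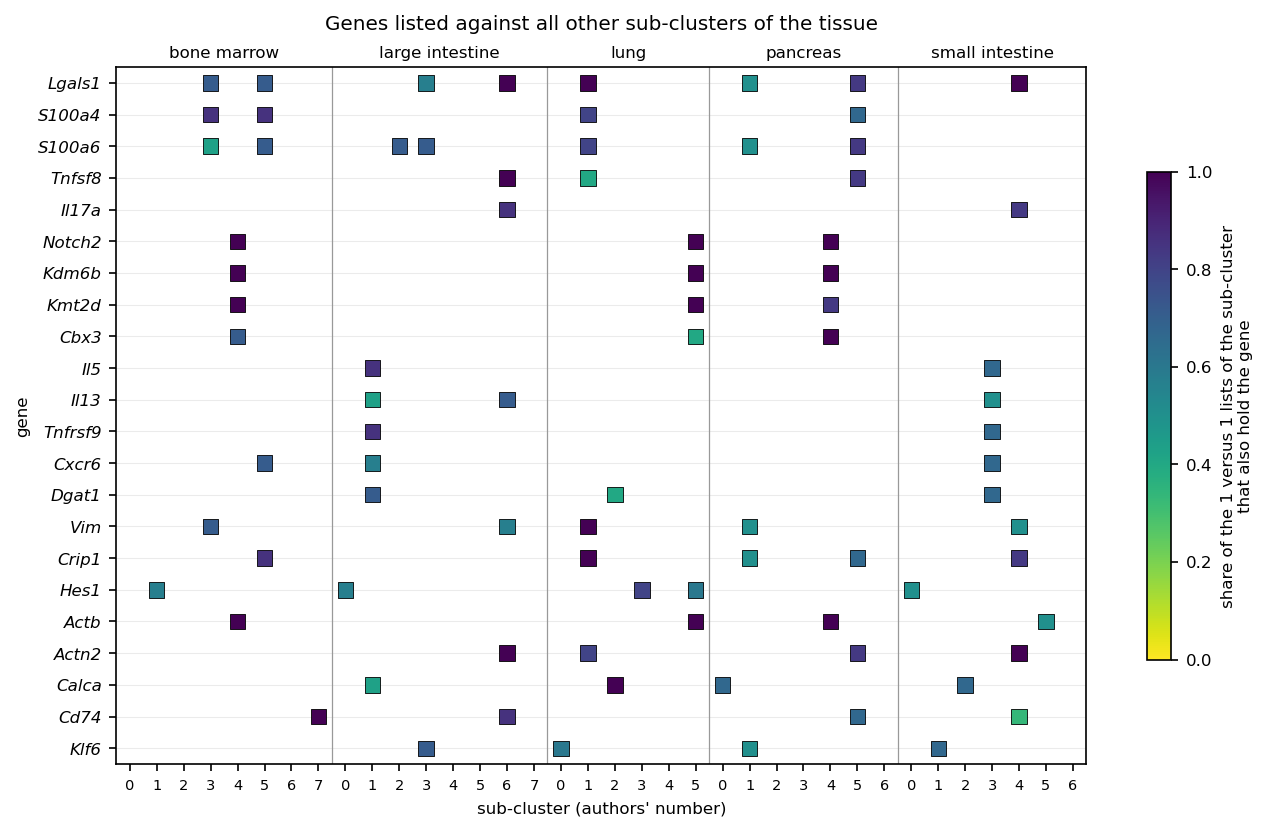
Genes named by the study and genes listed in at least 4 tissues (vertical axis) across the 36 sub-clusters (horizontal axis), where a square marks a gene in the list against all other sub-clusters and its colour gives the share of 1 versus 1 lists that also hold it. Lgals1 was listed in 8 sub-clusters of 5 tissues, and Notch2, Kdm6b, Kmt2d and Cbx3 in the same 3 sub-clusters.

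The second question was whether sub-clusters with similar features occur in several tissues. The 3 sets of genes named by the study served as the starting point. Lgals1 (mm10 chromosome 15, 78926725 to 78930465) was listed in BM 3 and 5, LI 3 and 6, lung 1, pancreas 1 and 5, and SI 4. S100a4 (chromosome 3, 90603771 to 90606045) accompanied it in BM 3, BM 5, lung 1 and pancreas 5. S100a6 (chromosome 3, 90612882 to 90624181) accompanied it in those 4 sub-clusters and in LI 3 and pancreas 1. Tnfsf8 (chromosome 4, 63831308 to 63861347) stood beside Lgals1 in LI 6, lung 1 and pancreas 5, and Il17a (chromosome 1, 20730905 to 20734496) beside it in LI 6 and SI 4. In the 1 versus 1 lists, Lgals1 was higher than in all 7 other sub-clusters for LI 6, all 6 for SI 4 and all 5 for lung 1, but than in 3 of 6 for pancreas 1.

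Notch2 (chromosome 3, 98013527 to 98150361) was listed in BM 4, lung 5 and pancreas 4. The same 3 sub-clusters listed Kdm6b (chromosome 11, 69398508 to 69413675), the histone methyltransferase gene Kmt2d (chromosome 15, 98831669 to 98871204) and Cbx3 (chromosome 6, 51470360 to 51483704), which encodes a heterochromatin protein. Notch2 and Kdm6b were in every 1 versus 1 list of each of these sub-clusters, whereas Cbx3 was in 5 of 7 for BM 4 and 2 of 5 for lung 5. Il5 (chromosome 11, 53720794 to 53725106) and Tnfrsf9 (chromosome 4, 150914562 to 150946102) were listed in LI 1 and SI 3 alone. Il13 (chromosome 11, 53631324 to 53634702) was listed there and in LI 6, Cxcr6 (chromosome 9, 123806475 to 123811760) there and in BM 5, and Dgat1 (chromosome 15, 76502015 to 76511953) there and in lung 2.

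Genes of each set stood in the same list more often than when lists were redrawn within tissues. For the Lgals1 set, 24 gene pairs shared a list against a mean of 5.83 in the draws (one-sided permutation test, p = 1e-05, the smallest the draws can give, adjusted p = 3e-05). The Notch2 set had 18 such pairs against 5.22 (permutation adjusted p = 0.00071), and the set of Il5, Il13, Tnfrsf9, Cxcr6 and Dgat1 had 20 against 4.78 (permutation adjusted p = 0.00071). These sets were named from the same libraries and are not independent evidence. When a gene had to be in every 1 versus 1 list of its sub-cluster, the Notch2 set stayed past the threshold (permutation p = 0.0104). The Lgals1 set did not (permutation p = 0.384), and the Il5 set could not be tested, since none of its genes was left in a list. Outside these lists, the study sorted ILC2s of an IL-5 reporter mouse. It reported more Il13 mRNA in reporter-positive cells of SI, and more Il5, Il13 and Tnfrsf9 mRNA in those of LI.

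Across all lists, interferon-induced genes formed the largest overlap between tissues. BM 6 and LI 7 shared 28 genes against 2.15 expected, among them Gbp2, Isg15 and Irf7 (one-sided Fisher's exact test, adjusted p = 6.53e-30). Genes of the gut formed the next: LI 0 and SI 0 shared 20 genes, including Csf2, Nr4a1, Tnfaip3 and Zfp36, against 1.53 expected (exact adjusted p = 7.43e-20). LI 5 and SI 1 shared 12, most of them heat shock genes (exact adjusted p = 2.40e-15). LI 6 and SI 4 shared 15, including Il17a, Lgals1, Ctla4 and Zeb2 (exact adjusted p = 6.72e-11), and LI 1 and SI 3 shared Il5, Il13, Tnfrsf9, Cxcr6 and Dgat1 (exact adjusted p = 1.02e-07).

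Lung 1 and pancreas 5 shared 10 genes against 0.349 expected, among them Lgals1, S100a4, S100a6, S100a10, S100a11 and Tnfsf8, together with Cd3g, a gene of the T cell receptor complex (exact adjusted p = 2.50e-13). LI 6 also listed Cd3g. Lung 5 and pancreas 4 shared 8 against 0.196 (exact adjusted p = 4.96e-12), BM 4 and lung 5 shared 7 (exact adjusted p = 2.68e-10), and BM 4 and pancreas 4 shared 5 (exact adjusted p = 3.15e-07). The 5 genes present in all of BM 4, lung 5 and pancreas 4 were Actb, Cbx3, Kdm6b, Kmt2d and Notch2. LI 3 and lung 0 shared Fos, Jun, Klf2 and Klf6, all of them on the immediate early list (exact adjusted p = 7.04e-07, and 1 without the genes of that list and of the heat shock list), and BM 7 and SI 4 shared Cd74, H2-Aa, H2-Ab1 and H2-Eb1 (exact adjusted p = 0.000193).

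In all, 31 of 517 pairs from different tissues passed the threshold, covering 26 sub-clusters, with 17 pairs within a library batch and 14 across batches. More pairs were tested across batches than within, so these counts do not compare the rates. The smallest was BM 1 with lung 3, which shared Hes1 alone (exact adjusted p = 0.0485) and did not pass with the background of genes listed in both tissues (exact adjusted p = 0.684). With the background limited to the 308 genes listed against all, 19 pairs passed. With genes in every 1 versus 1 list, 5 pairs passed, namely BM 6 with LI 7, LI 6 with SI 4, and the 3 pairs among BM 4, lung 5 and pancreas 4.

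**Figure D2:**
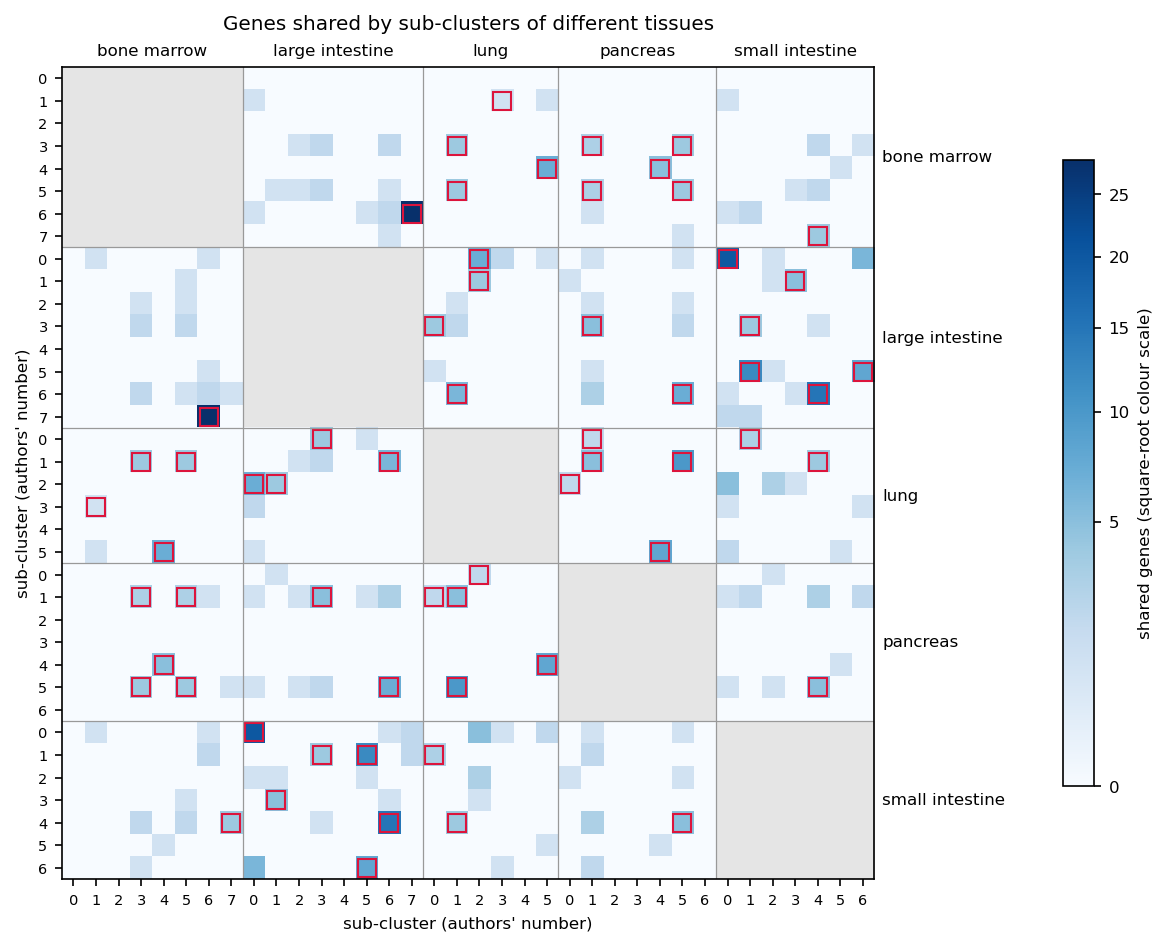
Number of genes shared by the lists against all of each pair of sub-clusters (both axes, colour), with pairs past an adjusted p of 0.05 outlined in red and pairs of the same tissue in grey. The largest count is 28, for BM 6 and LI 7.

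The prepared gene lists were then set against the sub-clusters, to ask which functions and which other cell types the listed genes belong to. The background holds only listed genes, and a sub-cluster adds its own genes to it. A high share of list members in a sub-cluster is therefore in part built in. Adjustment left out pairs with no listed member, so over all pairs the adjusted p-values would be larger and calls near the threshold could be lost. Of 29 interferon response genes in the background, 26 were listed in BM 6 (Fisher's exact test, adjusted p = 1.04e-32) and 24 in LI 7 (exact adjusted p = 1.00e-27), including Bst2, Cxcl10, Gbp2 and Gbp4. Of 16 heat shock and protein folding genes, 12 were listed in LI 5 (exact adjusted p = 1.05e-16), 7 in SI 1 (exact adjusted p = 1.80e-07) and 6 in SI 6 (exact adjusted p = 0.000812). The SI 6 call was lost once each gene was kept in the first sub-cluster of a tissue alone. That loss follows from the numbering, since SI 1 also listed all 6 members. Immediate early genes, which are induced within minutes of a stimulus, passed in LI 3, LI 0, lung 0, SI 0, pancreas 1 and SI 1, with 6, 10, 4, 6, 4 and 4 of 29 members, and exact adjusted p-values from 2.15e-06 to 0.0146. Members included Fos, Fosb, Cd69 and Jun in LI 3 and Atf3, Egr1, Ier2 and Ier5 in LI 0. With the background limited to genes listed in the tissue itself, the immediate early genes no longer passed in pancreas 1 (exact adjusted p = 0.0838) and SI 1 (exact adjusted p = 0.0728), and in SI 1 neither did they with the 308 genes listed against all (exact adjusted p = 0.0588).

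The Lgals1 and S100 group passed in lung 1 (10 of 22 members, exact adjusted p = 1.37e-13), pancreas 5 (10, exact adjusted p = 2.42e-10), pancreas 1 (7), BM 3 (5) and BM 5 (4, exact adjusted p = 0.00363). The BM 5 call was lost once each gene was kept in the first sub-cluster of a tissue alone (exact adjusted p = 0.441). That loss follows from the numbering, since BM 3 also listed Lgals1, S100a4 and S100a6. Type 2 effector and activation genes passed in SI 3 (5 of 23, exact adjusted p = 2.71e-07), LI 1 (7, exact adjusted p = 4.80e-07), lung 2 (6, including Areg, the growth factor amphiregulin) and SI 0 (4, exact adjusted p = 0.0319). Notch2 and chromatin regulators passed in lung 5 (5 of 9, exact adjusted p = 2.23e-06), BM 4 (4), pancreas 4 (4) and, with Hes1 alone, BM 1 (exact adjusted p = 0.0404). With the background of the tissue itself, type 2 genes no longer passed in SI 0 (exact adjusted p = 0.170) nor the Notch2 list in BM 1 (exact adjusted p = 0.0919), and both were also lost with the 308 genes listed against all. These 3 lists hold genes the study named from these libraries and are not independent evidence for them.

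Antigen presentation genes passed in BM 7 (5 of 7, exact adjusted p = 2.42e-10) and SI 4 (4, exact adjusted p = 0.000201). NF-kB pathway genes passed in SI 0 with Gadd45b, Nfkbia, Nfkbid, Nfkbiz and Tnfaip3 (5 of 21, exact adjusted p = 0.00363). Chemokines and lymphoid cytokines passed in pancreas 5 with Ccl5, Csf2 and Tnfsf8 (exact adjusted p = 0.0206) and in LI 6 with Il17a, Il17f, Il6 and Tnfsf8 (exact adjusted p = 0.0431). Both calls were lost with the background of the tissue itself (exact adjusted p = 0.0682 and 0.0680) and with the 308 genes listed against all (exact adjusted p = 0.106 and 0.248). ILC2 identity genes passed in lung 2 with Hs3st1, Icos, Ramp3 and Rora, a transcription factor needed for ILC2 development (exact adjusted p = 0.0146), a call that was lost with genes in at least 50% of the 1 versus 1 lists (exact adjusted p = 0.254) and in every one (exact adjusted p = 0.146). Cell cycle genes passed in no sub-cluster, with H2afz and Lmnb1 as the members listed (smallest exact adjusted p = 0.149). No ribosomal protein gene and no mitochondrially encoded gene was in a list against all.

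Among markers of other cell types, pancreatic acinar genes stood out in pancreas 6, which listed all 15 members in the background, including Cela1, Cela2a, Cela3b and Clps (exact adjusted p = 7.68e-25). Pancreas 6 was the only sub-cluster to list an acinar gene against all, and its own lists put these genes in the background. Myeloid genes passed in BM 5 with the signalling adaptor genes Fcer1g and Tyrobp (exact adjusted p = 0.00537), where the mast cell and basophil gene Mcpt8 was also listed (exact adjusted p = 0.0635). The erythroid list passed in BM 2 on Hba-a1 alone (exact adjusted p = 0.00549) and the T cell list in LI 2 on Cd28 alone (exact adjusted p = 0.0198), and both were lost with genes in at least 50% of the 1 versus 1 lists. The T cell gene Cd3g was listed without passing in lung 1 (exact adjusted p = 0.0861), pancreas 5 (exact adjusted p = 0.119) and LI 6 (exact adjusted p = 0.242), and the myeloid gene C1qb in pancreas 6 (exact adjusted p = 0.165). LI 2, lung 1, pancreas 5 and LI 6 each listed 1 of the 2 T cell genes in the background. Their p-values therefore follow from list length alone (2, 12, 20 and 50 genes) and do not set LI 2 apart. The same holds for Hba-a1 in BM 2 and Mcpt8 in BM 5, each the only member of its list in the background. Of the ILC3 list, Il17a and Il17f were listed without passing the threshold (smallest exact adjusted p = 0.0759), and of the NK cell and ILC1 list, Ccl5 (exact adjusted p = 0.119). No member of the lists for B and plasma cells, endothelial cells, fibroblasts and stroma, lung epithelial cells, intestinal epithelial cells or haematopoietic progenitors was in a list against all. In all, 34 of 102 list and sub-cluster pairs passed, 30 for pathways and 4 for cell types, and 11 passed with genes in every 1 versus 1 list. These were interferon response in BM 6 and LI 7, acinar genes in pancreas 6, heat shock in LI 5, the Lgals1 group in lung 1 and pancreas 5, antigen presentation in BM 7, type 2 genes in lung 2, and the Notch2 list in lung 5, BM 4 and pancreas 4.

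**Figure D3:**
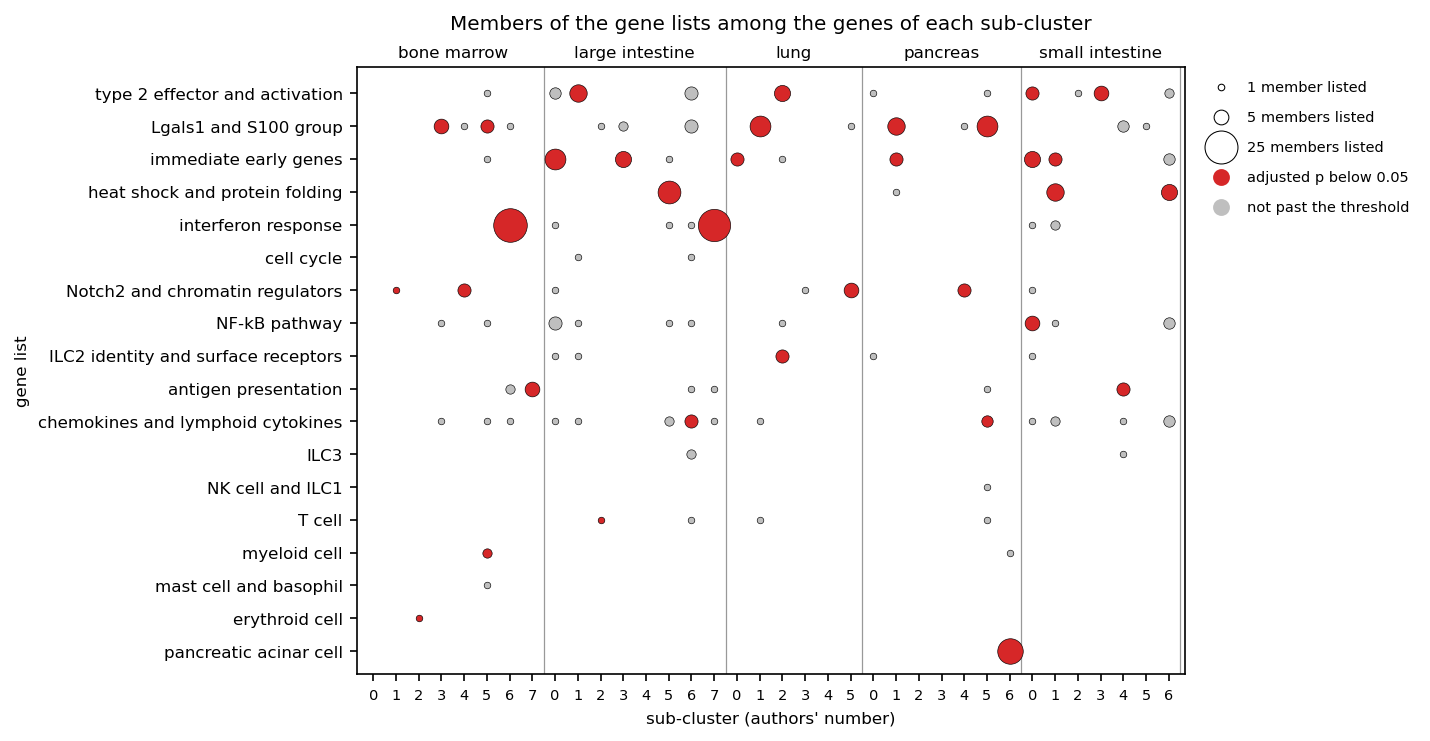
Gene lists with at least 1 listed member (vertical axis) by sub-cluster (horizontal axis), with dot size giving the number of members listed against all and red marking an adjusted p under 0.05. Interferon response genes had the most members listed, 26 in BM 6.

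The third question was which genes recur across tissues and whether tissues of the same library batch, or of the gut, were more alike. Lgals1 and Vim, the intermediate filament vimentin, were listed in 5 tissues. S100a6, Crip1, Hes1, Actb, Actn2, Calca, Cd74 and Klf6 were listed in 4. In all, 127 of the 308 genes were listed in at least 2 tissues, and 181 in 1. With genes in every 1 versus 1 list, 27 genes were listed in at least 2 tissues and 0 in at least 4.

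LI and SI shared the most genes, 64 (Jaccard index 0.299), followed by BM and LI with 35 (0.173), while lung and pancreas shared 23 (0.213). The lowest index was that of LI and pancreas (0.0766). The overlap coefficient sets the shared genes against the smaller gene set alone. By that measure LI and pancreas had 0.262, and the lowest value was 0.186, for BM and lung. Tissues of the same library batch had a mean index of 0.161 against 0.121 between batches (exact permutation p = 0.3). With the gut tissues as one part and the other tissues as the other, the means were 0.180 and 0.108 (exact permutation p = 0.2). LI and SI were in the same batch, so both splits count their index of 0.299, the highest of all, within a part. Likeness by batch therefore cannot be told apart from likeness of the gut tissues. Within minus between, the difference was 0.0400 for library batch and 0.0720 for gut origin, and another split had 0.0915. The 10 possible splits allow no p below 0.1, so neither of the 2 named splits could pass the threshold.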

Values the study reported

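The study described 6 to 8 sub-clusters of ILC2s in each tissue. It gave the share of genuine ILC2s in the sorted cells as more than 95% for BM, LI, lung and pancreas and more than 97% for SI.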

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

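The alternatives based on 1 versus 1 lists, on the background of genes listed against all, on current symbols and on leaving out sub-clusters with markers of other cell types were chosen after the data had been seen. Taking genes in every 1 versus 1 list lowered every count: entries from 508 to 146, sub-cluster pairs past the threshold from 31 to 5, gene list pairs from 34 to 11, genes in at least 2 tissues from 127 to 27, and genes in at least 4 tissues from 10 to 0. It also took the permutation p of co-listing to 0.384 for the Lgals1 set, while the Notch2 set stayed past the threshold at 0.0104. No gene of the Il5 set was left, so that set could not be tested. These lists are shorter by construction, and no other cause was tested. A background of the 308 genes listed against all left 19 of the 31 pairs, since a smaller background raises the expected overlap.

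Under the other alternatives the count of sub-cluster pairs lay between 21 and 46 and that of gene list pairs between 28 and 37. Removing immediate early and heat shock genes left 31 pairs, of which 25 were among the original ones. Under every alternative on the lists against all, 12 of the 31 pairs and 19 of the 34 gene list pairs stayed past the threshold. Many of the losses were fixed by construction: removing immediate early and heat shock genes ends every call for those 2 lists, and removing haemoglobin genes ends the erythroid call. Keeping a gene in the first sub-cluster alone takes from BM 5 and SI 6 the list members already in BM 3 and SI 1. Genes in at least 2 tissues fell to 54 without LI and to 77 without SI. Genes in at least 4 tissues fell to 5 without BM, 4 without LI, and 3 without lung, without pancreas or without SI, because all remaining tissues were then needed. The differences in tissue likeness stayed above 0 under each alternative run, in a design that cannot pass the threshold. A fold threshold of 1.5 and a correlation of fold changes were not run, as the lists hold no fold changes, and the unknown depth limits what an absent gene can show. No paired analysis was possible because each tissue had 1 library.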

Other observations

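The tests of digestion and of library batch, and the comparison of ILC2 identity genes among genes listed as lower, were chosen only after the result was seen. Adjustment in the identity comparison covered only sub-clusters with at least 1 identity gene among their lower genes. Over all 36 sub-clusters the adjusted p-values would be larger, and no background other than the 688 listed genes was used. In LI 3, 6 of the 79 genes that were higher in at least 50% of the other sub-clusters were ILC2 identity genes (Fisher's exact test, adjusted p = 0.0250). They were Gata3, the transcription factor that ILC2s depend on, Rora, Id2, Ikzf3, which encodes Aiolos, Hs3st1 and Ramp3, and Id2 and Ramp3 were higher in 6 of the 7 other sub-clusters. Ikzf3, Ramp3 and Rora were likewise lower in LI 5 (3 of 6 genes, exact adjusted p = 0.00216), Hs3st1, Id2 and Ramp3 in SI 6 (3 of 12 genes, exact adjusted p = 0.0108), and Hs3st1, Il2ra, Ramp1 and Ramp3 in LI 6 (4 of 39 genes, exact adjusted p = 0.0277). In SI 1, which like LI 5 and SI 6 was led by heat shock genes, 3 of 50 genes did not pass (exact adjusted p = 0.179). SI 4, pancreas 5, SI 5 and BM 5 did not pass either (exact adjusted p = 0.165, 0.207, 0.228 and 0.366).

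Immediate early and heat shock genes led sub-clusters of several tissues. For its gene correlations in LI, the study left out clusters that it suspected digestion had altered, without naming them. Before digestion, LI and SI, but not lung or pancreas, were also shaken with dithiothreitol and EDTA. Library batch stays open for the immediate early genes: 1 sub-cluster past the threshold, pancreas 1, came from the batch of BM and pancreas, but 0 with the background of the tissue itself (exact adjusted p = 0.0838). For the heat shock genes that batch had 0 such sub-clusters, but lung, of the other batch, had none either, so the batch stays open there too. Digestion may contribute and stays open for both groups: in BM, which was flushed and not digested, immediate early genes made up 12.3% of genes in any list, the highest share of the 5 tissues (5.58% to 12.0% in the others), but they made up 1.37% of its genes listed against all, the lowest share, and 0 BM sub-clusters passed the threshold. Heat shock genes made up 1.37% of genes in any list in BM, between 1.05% in lung and 3.85% in SI. In BM these were 2 genes, Dnajb9 and Hspa5, neither of them in an LI or SI list. In lung they were Dnaja1 and Dnajb6, whereas LI and SI had 13 each, Hspa1a, Hspa1b and Dnajb1 among them. Of genes listed against all, heat shock genes made up 0% in BM and in lung, 1.64% in pancreas, 7.32% in LI and 6.14% in SI. The 3 sub-clusters past the threshold came from LI and SI, which were digested longest, for 90 min, and are both gut tissues, a difference that was not tested.

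Notch2, Kdm6b and Kmt2d were listed together in BM 4, lung 5 and pancreas 4. Library batch as the cause is argued against, since these sub-clusters came from 2 batches. A candidate explanation is nuclear or unspliced RNA of long genes: the 17 genes of these lists had a median span of 39.5 kb against 10.8 kb for 304 listed genes (permutation p = 0.00036). Lung 5, pancreas 4 and BM 4 held the first 3 places among the 25 sub-clusters with at least 5 genes, but pancreas 0, with 2 genes, had a higher median (73.2 kb) and LI 2, with 2, one above BM 4 (33.9 against 29.6 kb), and Actb, which all 3 Notch2 sub-clusters listed, spans 3.64 kb. Gene span does not measure nuclear or unspliced RNA, and whether intronic reads were counted is not given in the sources used here. The span test therefore cannot decide for this explanation. A regulated Notch2 programme stays open beside it, and the lists hold no intronic or nuclear counts that would separate them.

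Genes of other cell types were listed in pancreas 6 and BM 5, and genes of MHC class II antigen presentation, also listed in SI 4, in BM 7, and cells of another type that lack ILC2 transcripts may explain these lists. In BM 5, 1 of the 18 genes that were higher in at least 50% of the other sub-clusters was an ILC2 identity gene (Ccr9, higher in all 7). That is below the 3 set before the test as the mark of such cells, so the question stays open there. Counted the same way, LI 3, LI 5, LI 6, SI 1 and SI 6 had 6, 3, 4, 3 and 3 identity genes. LI 3 was led by immediate early genes, and LI 5, SI 1 and SI 6 by heat shock genes. Reaching 3 therefore does not by itself single out cells of another type. LI 6, which listed Il17a, Il17f and Cd3g, was not part of this test. In pancreas 6 and BM 7 the count of 0 identity genes says nothing about retained ILC2 transcripts, since 0 genes of any kind were higher in at least 50% of the other sub-clusters. In these tissues the sort required surface ST2 and CD25 and excluded cells with CD3, B220, CD11b, CD11c or FceRI. Such a sort selects against myeloid cells and basophils (BM 5), B cells and dendritic cells (BM 7) and acinar cells (pancreas 6). However, the study still had to remove clusters with B cell, T cell, endothelial or myeloid markers from its sorted cells. Some cells of other types thus passed sorting, so the sort does not settle the question. Free RNA and doublets were not tested.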
